A study of Homo sapiens with 4 samples. Its data were reported in "BAP1 complex promotes transcription by opposing PRC1-mediated H2A ubiquitylation" (2019).

How the data were processed

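The data were RNA-seq gene counts from 4 libraries of untreated HAP1 cells, a human line that is nearly haploid. Libraries 1 and 2 of the dKO group came from cells in which RING1A and RING1B, the catalytic subunits of the Polycomb repressive complex PRC1, had been inactivated, and libraries 1 and 2 of the tKO group came from cells in which BAP1 had been inactivated as well. Samples were placed in groups by the genotype and title given in the labels. RING1A is annotated as RING1 and RING1B as RNF2. BAP1 and RING1A had been disrupted by an inserted STOP cassette, so a transcript upstream of the cassette can still be counted.

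Per the labels, RNA was converted to stranded libraries after selection of polyadenylated transcripts. The authors trimmed adapters with cutadapt through Trim Galore, removed reads aligning to ribosomal RNA with bowtie, and mapped the remainder to GRCh37 (hg19) with STAR, allowing up to 6 mismatches and up to 20 loci per read. The deposited values were raw read counts per gene, given by STAR from uniquely mapped reads over the exons of GENCODE release 19 genes, with no normalisation and no pooling of replicates. Reads shared between near-identical copies were therefore not counted for any copy. Each library had 3 count columns, for unstranded counts and for each strand. The column for reads antisense to the gene, which is the orientation of this kit, held most of the gene reads and was used here; the other strand column took 4.24% of the stranded gene reads in dKO 1, 4.06% in dKO 2, 4.01% in tKO 1 and 4.20% in tKO 2.

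Gene positions and symbols were taken from GENCODE release 44 lifted to GRCh37, matched on Ensembl gene identifiers without their version. A symbol was found for 97.5% of the tested genes. Panel gene FAM46A carries the symbol TENT5A in this release.

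Genes with a CPM above 0.5 in at least 2 libraries were kept, which left 15136 genes. Counts were turned into log2-CPM with a prior count of 2 and TMM library sizes in edgeR (4.0.16), and a linear model with genotype as its only term was fitted with limma (3.58.1) in R (4.3.3), using empirical Bayes moderation with a mean-variance trend. P-values were adjusted by the Benjamini-Hochberg method over the tested genes. A gene was counted as differentially expressed (DE) at an adjusted p-value below 0.05 and an absolute log2 fold change above 1. Fold changes are on the log2-CPM scale with this prior count, which understates the change of genes with few counts. All adjusted p-values are from limma unless another tool is named. The filter, TMM, the linear model and the thresholds follow the methods of the study; the prior count and the mean-variance trend were chosen here, and the versions of edgeR and limma are those given above.

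The genes named were fixed before the data were examined. They were BAP1, RING1 and RNF2, a panel of 18 genes (BAP1-dependent transcripts, retinoic acid targets, and partners of BAP1 with EZH2), and the DE genes. Because fewer than 3 genes other than BAP1 were DE, the 3 genes with the smallest p-value in each direction were also named, as not past the threshold.

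The replicate numbers in the sample titles run from 1 to 2 in each group, and a fit with this number as a block was made beside the fit without it. Whether the numbers pair the libraries was checked by the correlation, over genes, of the deviations from the group means. Other alternatives were limma-voom, the edgeR quasi-likelihood test, DESeq2 (1.42.0), limma without a trend, limma treat, RLE size factors, library totals, no filter, a filter at CPM above 5, unstranded counts, a prior count of 0.25, and leaving out each replicate in turn. A crossed block, and fits without the genes of the chromosome 3 and chromosome 10 stretches, were added after the data had been seen.

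The fit was tested on simulated data. Counts were drawn from a negative binomial model with the means and library sizes of these libraries, with 200 of 15136 genes changed in each of 20 runs. The fit called 58.6% of the 2-fold changes and 88.2% of the 4-fold changes, with 17.9 and 21.6 false calls per run. For the 2-fold changes the median log2 fold change was 0.988, under the threshold of 1. Not all calls of 2-fold changes can therefore have met the fold change part of the DE definition. When the same changes were planted in the real counts by thinning, which keeps the real spread between replicates, 35.6% of the 2-fold and 73.9% of the 4-fold changes were called. Median log2 ratios were also taken in windows of 10 Mb holding at least 15 genes with a mean log2-CPM above 1. This step found 5 of 5 windows planted in simulated counts and 0 others.

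Counts assigned to genes numbered 18455410 in dKO 1, 17990784 in dKO 2, 16413169 in tKO 1 and 16054590 in tKO 2. At this depth 3 counts correspond to between 0.163 and 0.187 CPM, which was taken as the smallest level a library can show. Floors of this kind cover counting error only, because reads amplified by PCR are not independent molecules. Sequencing dates and batches were not analysed here. Figures were drawn with matplotlib (3.10.9).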

Results

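Transcription was measured by stranded RNA-seq in 2 dKO libraries (RING1A/B inactivated) and 2 tKO libraries (RING1A/B and BAP1 inactivated) of HAP1 cells, a nearly haploid human cell line. BAP1 removes ubiquitin from lysine 119 of histone H2A, a mark placed by PRC1 through RING1A or RING1B. The comparison of tKO with dKO asks whether loss of BAP1 changes transcription in cells that lack this mark. Libraries held 18455410 (dKO 1), 17990784 (dKO 2), 16413169 (tKO 1) and 16054590 (tKO 2) counts in genes, so that the totals of the genotypes did not overlap. Uniquely mapped reads made up 84.9% of the reads in dKO 1, 84.3% in dKO 2, 84.3% in tKO 1 and 84.3% in tKO 2. Whether these counts came from both ends of the fragments or from a single end was not established here. These shares may therefore not be comparable with a share given for paired reads. The 10 most abundant genes took between 3.05% and 3.33% of the counts of a library, and TMM factors lay between 0.990 and 1.009.

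The targeted genes were examined first. BAP1 (ENSG00000163930.5, GRCh37 chromosome 3, 52435024 to 52444024, minus strand) had 2046 and 2010 counts in the dKO libraries, and 158 and 107 counts in the tKO libraries. Its level was 111 ± 0.553 CPM (SD, n = 2) in dKO and 8.18 ± 2.20 CPM (SD, n = 2) in tKO, a log2 fold change of -3.77 with a standard error of 0.19 (limma adjusted p = 0.0065). The library tKO 1 retained 8.75% of the dKO mean and tKO 2 retained 5.95%. In tKO 2 the gene lies in a part of chromosome 3 where expression was reduced as a whole, with a median log2 ratio to dKO of -0.93. RING1 (ENSG00000204227.4, chromosome 6, 33176277 to 33180499) was near the detection filter in all libraries, at 12, 17, 12 and 13 counts. Its log2 fold change of -0.02, with a standard error of 0.38, was smaller than the error. RNF2 (ENSG00000121481.6, chromosome 1, 185014658 to 185071735) was transcribed in both genotypes, at 81.8 ± 6.05 CPM (SD, n = 2) in dKO and 73.0 ± 6.75 CPM (SD, n = 2) in tKO. Its difference was not past the threshold (log2 fold change -0.17, limma adjusted p = 0.996). For RING1B the study bought knockout cells and did not insert the cassette, so the RNA level of RNF2 need not report on this knockout. By western blot, the study found the ubiquitin mark on H2A to be absent in both genotypes.

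**Figure D1:**
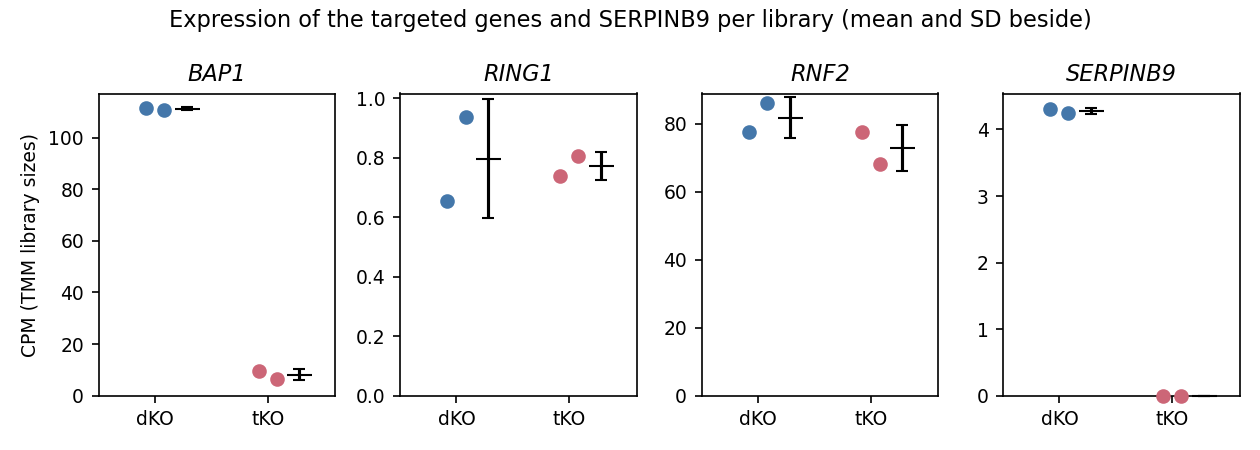
CPM per library of BAP1, RING1, RNF2 and SERPINB9 on separate linear axes from 0, with each library as a point (dKO blue, tKO red) and the mean and SD of the 2 libraries in black beside them. BAP1 fell from 111 to 8.18 CPM and SERPINB9 from 4.28 to 0 CPM, while the ranges of the points of RING1 and RNF2 overlapped between genotypes.

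Across the 15136 tested genes, 2 were DE, both lower in tKO, and 0 were higher. The same 2 genes passed the adjusted p-value alone, and 538 genes (3.55%) had an unadjusted p-value below 0.05. The second DE gene was SERPINB9 (ENSG00000170542.5, chromosome 6, 2887504 to 2903543, minus strand), with 79 and 77 counts in dKO and 0 in each tKO library. Its log2 fold change was -5.24 with a standard error of 0.38 (limma adjusted p = 0.0281). A level of 0 counts means less than 0.183 CPM in tKO 1 and less than 0.187 CPM in tKO 2. SERPINB9 was not past the threshold with the edgeR quasi-likelihood test, with limma treat, with unstranded counts or with no filter, and it was not tested at CPM above 5. BAP1 was not past the threshold without the mean-variance trend or with no filter. The alternative that moved the number of DE genes most was DESeq2, with 25. The next smallest adjusted p-value in limma was 0.243. The genes with the smallest p-values among those that rose were CLMP, RORB and PDE4D, with log2 fold changes of 1.66, 2.92 and 2.38. Among those that fell they were RIMBP2, KIAA1549L and CARMIL2, with log2 fold changes of -4.13, -1.34 and -1.17. None of these 6 genes passed the threshold in limma without a block, while all 6 did with DESeq2 and 4 did with the replicate number as a block.

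With the replicate number as a block, 13 genes were DE, against 2 without it. Deviations from the group means of libraries with the same number had a correlation of 0.0581 over all tested genes. With 2 libraries per group the value for different numbers is its negative, -0.0581. A block that paired dKO 1 with tKO 2 and dKO 2 with tKO 1 gave 3 DE genes. BAP1, SERPINB9 and RORB passed under both blocks; in limma the adjusted p-value of RORB was 0.0276 with the replicate block and 0.0134 with the crossed block. CLMP, PDE4D and RIMBP2 passed with the replicate block only, at adjusted p-values of 0.0375, 0.0453 and 0.0266 in limma. All 13 genes were also DE with DESeq2, which was run without a block.

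**Figure D2:**
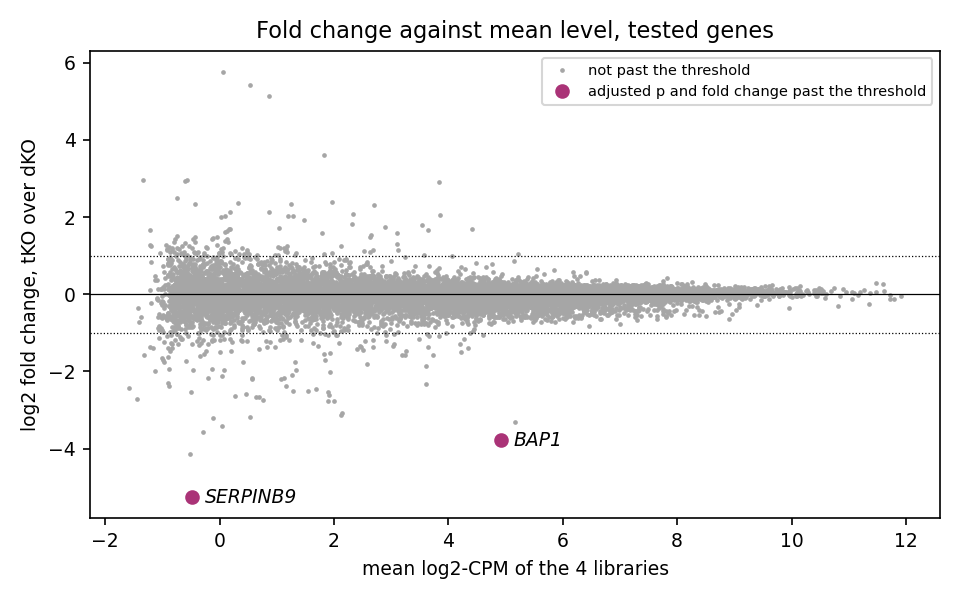
Log2 fold change of tKO over dKO (vertical axis) against the mean log2-CPM of the 4 libraries (horizontal axis) for the tested genes, as grey points, with DE genes in purple and dotted lines at log2 fold changes of 1 and -1. BAP1 at -3.77 and SERPINB9 at -5.24 were the DE genes among 15136.

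Without regard to a test, 270 genes had an absolute log2 fold change above 1, of which 117 were higher and 153 lower in tKO, and 76 remained at CPM above 5. In 225 of the 270 both tKO values lay on the same side of both dKO values, which selection on the fold change favours. Split by replicate number, the same libraries gave 238 genes above this fold change. A split of dKO 1 and tKO 2 against dKO 2 and tKO 1 gave 229. The 270 genes therefore do not by themselves set genotype apart from these splits. The median log2 fold change of all genes was -0.00137. The 4 libraries allow 3 contrasts of equal scale. The SD over genes was 0.342 for genotype, 0.324 for replicate number and 0.309 for their product, so the genotype contrast was 1.05 times the larger of the others.

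None of the 18 panel genes was past an adjusted p-value of 0.05 (limma, smallest adjusted p = 0.996), and 1 had an unadjusted p-value below 0.05. Of the transcripts that depend on BAP1 in cells with PRC1, S100A11 had a log2 fold change of -0.29, TNFRSF1A of -1.57 and TMSB4X of -0.21. TNFRSF1A had 333 and 264 counts in dKO, 203 counts in tKO 1 and 37 counts in tKO 2, so the tKO libraries differed from each other more than tKO 1 did from dKO. Of the retinoic acid targets, measured here without retinoic acid, CYP26A1 had a log2 fold change of 0.02, RARB of -0.46, DHRS3 of 0.06 and FAM46A of -0.16. RARB had between 2 and 15 counts per library and lies in the part of chromosome 3 that was reduced in tKO 2. The remaining 11 panel genes, which are partners of BAP1 and the PRC2 subunit EZH2, had log2 fold changes between -0.01 and 0.36.

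Replicates of the 2 genotypes differed in their spread. Among 11537 genes at CPM above 5, 3 were over 2-fold apart between dKO 1 and dKO 2, and 364 between tKO 1 and tKO 2. Between genotypes the number was 108 for dKO 1 and tKO 1, 124 for dKO 2 and tKO 1, 275 for dKO 1 and tKO 2, and 263 for dKO 2 and tKO 2. The counts of the dKO libraries differed by more than counting noise. Chi-square per degree of freedom was 7.29 over 14831 genes, so the libraries are not the same counts deposited again. The study states that the replicates of each condition were biological and independent of each other. The counts alone do not tell a biological from a technical repeat.

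**Figure D3:**
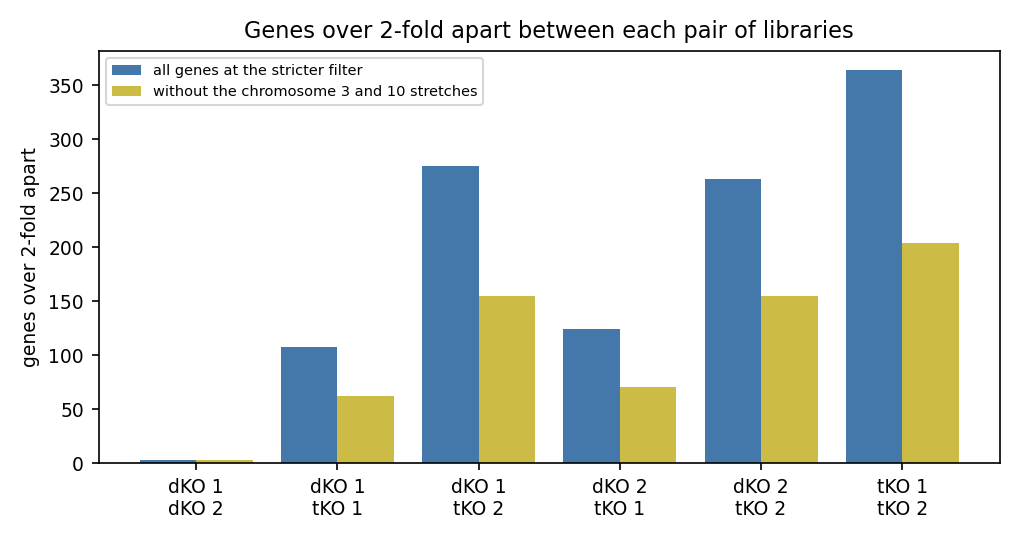
Number of genes over 2-fold apart between each pair of libraries, among 11537 genes at CPM above 5 (blue) and among the 11152 of them outside the reduced stretches of chromosomes 3 and 10 and other than BAP1 (yellow). The dKO pair differed in 3 genes under both counts, and the tKO pair in 364 and 204.

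Part of the difference between the tKO libraries followed chromosome position. Of 269 windows of 10 Mb, 4 had a median log2 ratio to the dKO mean beyond 0.5 in size in tKO 1, 7 in tKO 2, and 0 between dKO 2 and dKO 1. In tKO 1 the reduced stretch ran on chromosome 10 from ZMYND11 (start 176028) to ZNF37A (end 38439221). Its 116 genes had a median log2 ratio of -0.97, or 50.9% of the dKO level, against -0.05 for the same genes in tKO 2. In tKO 2 it ran on chromosome 3 from CHL1 (start 238446) to ARHGEF3 (end 57113357). Its 304 genes had a median of -0.93, or 52.6% of the dKO level, against 0.00 for the same genes in tKO 1. The remaining window of tKO 2, on chromosome 19 from 20000001 to 30000000, had a median of -0.73 over 16 genes, against 0.17 in tKO 1. Single genes within its bounds were lower in tKO 1 as well, such as ZNF726, with log2 ratios of -1.66 in tKO 1 and -3.24 in tKO 2.

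**Figure D4:**
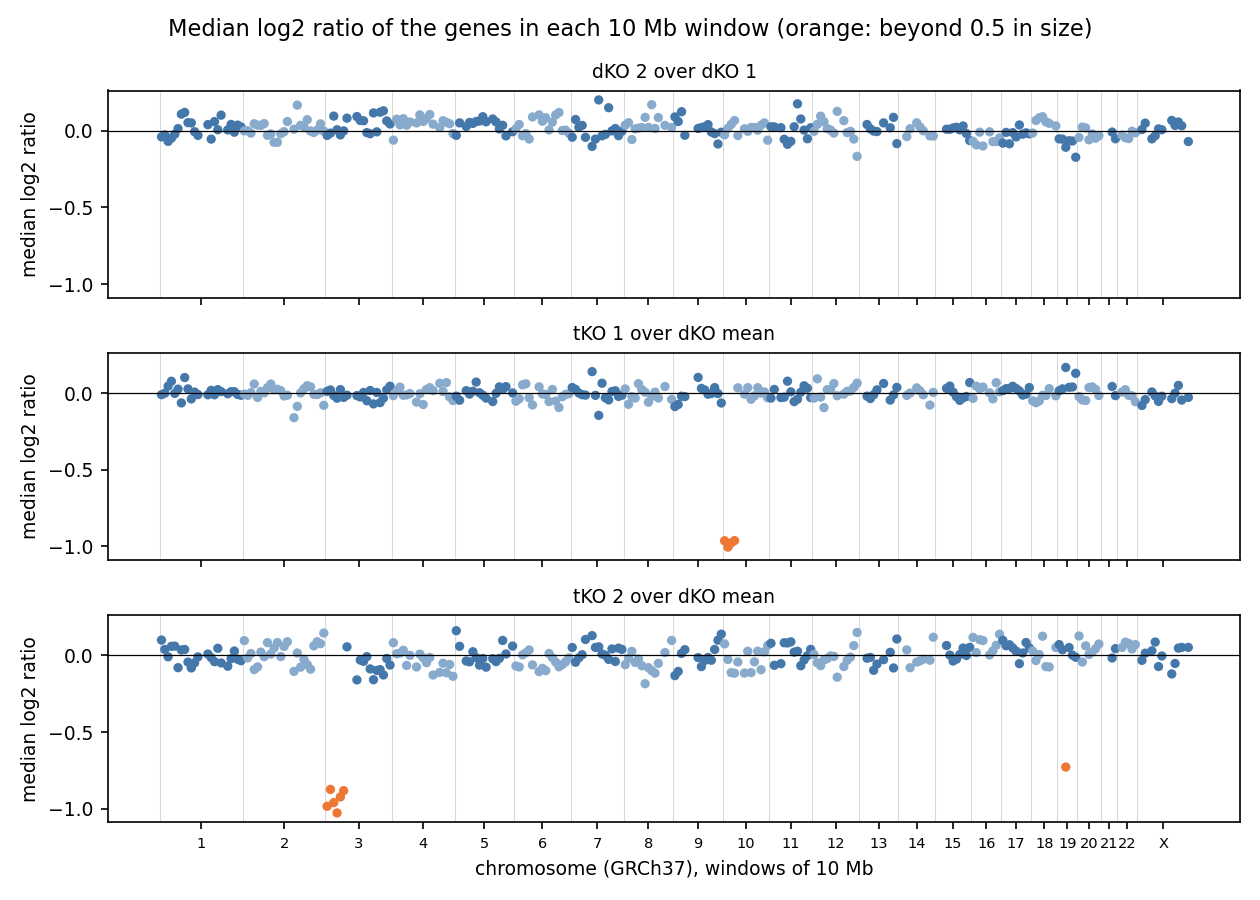
Median log2 ratio of the genes in each 10 Mb window along the chromosomes (GRCh37), for dKO 2 over dKO 1 and for each tKO library over the dKO mean, with windows beyond 0.5 in size in orange. Windows of dKO 2 over dKO 1 lay between -0.17 and 0.20, while the 4 orange windows of tKO 1 on chromosome 10 lay at -0.96 or lower, and those of tKO 2 reached -1.03 on chromosome 3.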

Values the study reported

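The study reported BAP1 as the sole DE transcript in the comparison of tKO with dKO cells. In cells with intact PRC1, it reported 1893 DE genes after inactivation of BAP1, of which 1370 were downregulated. It stated that over 94% of the reads mapped uniquely in libraries sequenced from both ends.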

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

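The number of DE genes (2 in limma, BAP1 and SERPINB9) was the same with limma-voom, RLE size factors, library totals and a prior count of 0.25. It was 1 with the edgeR quasi-likelihood test, limma treat, CPM above 5 and unstranded counts, where BAP1 passed, and 1 in limma without a trend, where SERPINB9 passed. It was 25 with DESeq2, 13 with the replicate block and 3 with the crossed block, which was chosen after the data had been seen. With no filter 0 genes passed and 1447 had an unadjusted p-value below 0.05. At any fold change the number was 26 with DESeq2, 13 with the replicate block, 0 with no filter, and 1 in each of the other settings above that gave 1, except limma treat, which was not run without a fold change. Leaving out the chromosome 3 and chromosome 10 stretches, a choice made after they had been seen, gave 1 DE gene, because BAP1 lies in the chromosome 3 stretch and was itself removed. With BAP1 kept, a version added once that had been seen, 2 genes passed.

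BAP1 kept its direction under every alternative in which it was tested. Its log2 fold change was -3.77 in limma without a trend (adjusted p = 0.384) and -3.78 with no filter (adjusted p = 0.734), where it was not past the threshold, and ran from -4.05 to -3.50 across the 4 fits that each left out 1 replicate. The number of genes with an absolute log2 fold change above 1 was 662 with no filter and 76 at CPM above 5, against 270. It was 358 with a prior count of 0.25, and ran from 348 to 666 across the fits that left out 1 replicate. The ratio of the genotype contrast to the larger of the others was 1.03 with no filter and 1.02 at CPM above 5, against 1.05. It was 1.08 with a prior count of 0.25. The panel gave 0 genes past an adjusted p-value of 0.05 under every alternative run on it. The other results were compared with the main fit once for each alternative in which they were tested. In 222 of these comparisons a gene kept its direction and side of the threshold, or a count of windows or genes stayed near its main value. In 11 a gene passed the threshold under the alternative only, and in 3, all for SERPINB9, it no longer did. The cause was not tested for any of these changes except those of the replicate block, where the tests did not settle it.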

Other observations

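The tests of simulated power on counts drawn from the model, of other splits, of whole chromosomes, of library totals and of the genes beside BAP1 were set before their results were seen, and all other tests in this part were chosen after the patterns had been seen.

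The number of DE genes here was 2. That is higher than the value quoted from the study above. SERPINB9, the gene that makes the difference, had 0 counts in both tKO libraries and passed or failed with the choice of test, as given above.

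The real split was 1 of 3 splits of the 4 libraries into pairs that gave as many DE genes, the other splits giving 0 and 0 DE genes, with 649 and 360 genes at an unadjusted p-value below 0.05 against 538 for genotype. With 3 splits a share under 0.05 cannot be reached, so a chance arrangement of the libraries cannot be told apart from the genotype by this count. Of the 2-fold changes in counts simulated with the dispersion of the 4 libraries, 58.6% were called. Their median log2 fold change was 0.988, so not all of these calls can have passed the fold change threshold. They are therefore set against the genes past the adjusted p-value alone, which also numbered 2 here. Whether 2 replicates per genotype alone explain this low number was not settled. Of the 2-fold changes planted in the real counts, with the same number of libraries, 35.6% were called. The simulated counts gave 17.9 false calls per run, more than all the calls made here, so they may overstate the power. The spread between the tKO libraries may contribute to the low number. In counts simulated with the dispersion of the dKO pair, which leaves this spread out, 82.2% were called against 58.6%. The 35.6% came from another method of planting and is not set against the 82.2%. The median log2 fold change behind the 82.2% was 0.997, so the same limit holds for it. A change of 2-fold shared by many genes would thus have been visible in part by the adjusted p-value. A change in a few genes would often have been missed.

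Library totals differed between the genotypes without overlap. Of the 270 genes over 2-fold, 71.9% failed the filter at CPM above 5, as a difference in depth would give, but so did 98.7% of those over 2-fold apart within the dKO pair. With all libraries thinned to the smallest total, 263 genes were over 2-fold and 2 were DE, so the difference in depth accounts for little of the count. No chromosome as a whole passed a median log2 fold change of 0.2 in size, the furthest being chromosome 3 at -0.18, because the reduced stretches were each in 1 tKO library and on part of a chromosome. Of the 6 tested genes closest to BAP1, 0 passed an adjusted p-value of 0.05 and 1 had an unadjusted p-value below 0.05, but all 6 lie in the chromosome 3 stretch and were lower in tKO 2, by log2 ratios between -1.49 and -0.43. This spread between the tKO libraries left the test unable to show a local effect of the cassette. In tKO 1, which lacks the stretch, 2 of the 6 were lower and 4 higher than in dKO, with log2 ratios between -0.81 and 0.46.

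The reduced stretches were the clearest difference between the tKO libraries. In tKO 1, the stretch on chromosome 10 ends between ZNF37A (end 38439221) and the next gene used, ZNF37BP (start 43008958), an interval that contains the centromere gap of the assembly (39154936 to 42354935), so the stretch matches the short arm. Low counts do not account for it, as the median log2 ratio of the 105 genes with at least 100 counts was -0.97. Neither does the dKO baseline (-0.95 against tKO 2). A correction for GC content and transcript length hardly moved the median (-0.997). In 1000 lists of genes elsewhere matched on both, the medians in tKO 1 lay between -0.04 and 0.07, so genes of this composition were not low in general. For the stretch on chromosome 3 in tKO 2 the medians were -0.93 over 267 genes with at least 100 counts, -0.95 against tKO 1 and -0.94 after the correction, and the matched lists lay between -0.02 and 0.06. With library totals in place of TMM the medians were -0.99 on chromosome 10 and -0.92 on chromosome 3, which is no test of the stretches, since a factor per library moves all genes alike. Of the genes in the stretches, 99.1% on chromosome 10 and 95.1% on chromosome 3 lay below -0.5. Among 12216 and 11652 other runs of as many neighbouring genes, the lowest medians were -0.08 and -0.07.

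A candidate explanation is the loss of 1 of 2 copies of each stretch in the cells of that library, in separate clones or subcultures, since the levels were 50.9% and 52.6% of dKO. It would require that the cells had more than 1 copy beforehand, which a nearly haploid line does after a change of ploidy. DNA content was not analysed here, and a mixture of cells with and without a stretch cannot be told apart from it. For chromosome 3, a stretch that ends at the site targeted in BAP1 is not what the data show. The 26 genes between BAP1 and the end of the stretch, 4.32 Mb away, had a median of -0.92. The stretch was drawn by its low genes, so this says only that its end lies beyond BAP1. A break at BAP1 followed by further loss was not excluded. The low level of BAP1 itself does not rest on the stretch, because tKO 1, which lacks it, retained 8.75% of the dKO level.

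Outside the stretches, 204 genes were over 2-fold apart between the tKO libraries and 3 between the dKO libraries. In tKO 2, 10 genes with at least 50 counts in each of the other libraries had at most 2 counts, 1 of them inside the chromosome 3 stretch and 2 inside the reduced window of chromosome 19, against 1 such gene in tKO 1 and 0 in each dKO library. No explanation was tested for these.

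The replicate block raised the number of DE genes from 2 to 13. Over all genes, same-numbered libraries hardly deviated together (correlation 0.0581), although most genes did not change. Among the 15 rising genes described in the next paragraph, library 2 was higher than library 1 in 14 within dKO and in 11 within tKO. Library 2 was higher within both genotypes in 10 of them, against 10.3 expected if the directions were independent. The correlation over these genes of the dKO and tKO differences was 0.04. These values give no sign of pairing by number gene by gene. With 14 genes in a single direction within dKO, however, the count could hardly have differed. Whether the common direction reflects pairing by number was therefore not settled for these genes. Counts without any pairing were simulated with 4-fold changes only, in 10 runs. There, 22.0% of the calls made with the block were false, against 10.2% without it, in a fit with 1 residual degree of freedom. All 13 genes were also called by DESeq2, which had no block and a simulated share of 11.9%, so the simulation does not show that these genes are false calls.

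Changes shared by both tKO libraries were more frequent than the number of DE genes shows. Among 11152 genes outside the stretches at CPM above 5, 22 were over 2-fold from the dKO mean in the same direction in both tKO libraries (15 higher, 7 lower) and 2 in opposite directions, against 0.585 in both lists expected for independent lists. Both lists use the same dKO mean, so 0.585 is not the number to be expected without a change. Log2 ratios were also taken with a separate dKO library for each tKO library. Over the 11152 genes their correlation was 0.08 with libraries of the same number and 0.01 with the numbers crossed. These correlations cover all the genes compared, most of which did not change, and are no test of the 22. Of the 22 genes, 0 were DE in limma without a block, 8 with the replicate block, 1 with the crossed block and 17 with DESeq2. A hypothesis was that the rising genes already vary between cultures irrespective of BAP1. Of these 15, 14 were higher in dKO 2 than in dKO 1, and their median log2 difference of 0.42 lay above the central 95% of the medians of 10000 random gene lists matched on mean level (-0.10 to 0.25) and above their maximum of 0.41. Genes that vary together make such a median less exact than the random lists imply. The lists were also matched on the mean of all 4 libraries, which the rise in tKO lifts. The rising genes thus had fewer dKO counts than their matches, from 3 and 4 in ASTN1 to 190 and 243 in PTCHD1. The random lists may therefore be too narrow, and a value above their maximum does not by itself show unusual variation in dKO. The 7 shared falling genes had a median of 0.05, within the central 95% of the random lists (-0.18 to 0.35). ZNF726, a shared falling gene, lies in the window of chromosome 19 that was reduced in tKO 2. Log2 fold changes of the 15 rising genes ran from 1.11 to 5.14 and their dKO differences from -0.02 to 0.97, but the genes were selected for a change over 2-fold, so the sizes cannot be compared as a test. An effect of BAP1 and a difference between the tKO and dKO cultures of another origin were not separated by these 4 libraries.

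The other strand column gave 0 DE genes among 16246 tested and 1500 genes with an unadjusted p-value below 0.05, so no difference was called in it.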
